A study of Mus musculus with 12 samples. Its data were reported in "Integrative analysis of the lncRNA-miRNA-mRNA interactions in smooth muscle cell phenotypic transitions" (2024).

How the data were processed

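Small RNA of primary mouse aortic smooth muscle cells was measured on 12 one-colour Arraystar mouse small RNA arrays, 3 for each of the groups siNT-DMSO, siNT-POVPC, siOCT4-DMSO and siOCT4-POVPC. The groups and replicate numbers were taken from the source name of each sample, with which its title agrees. The description of 9 of the 12 samples names non-target siRNA and DMSO instead and was not followed. According to the study's methods, the 3′ ends of dephosphorylated RNA were ligated to Cy3 dye without reverse transcription or PCR, and the arrays were hybridized and scanned on an Agilent scanner. Such labelling takes any RNA with a free 3′ end, so a short RNA that was added to the cells can in principle be labelled too. The files deposited by the authors hold intensity values for each spot from Agilent Feature Extraction, namely the processed signal with the local background subtracted and a surrogate value for dim spots, together with the median and background signals. These values were not normalized between arrays. The deposited series table holds values of 14192 small RNA probes, taken as log2, which per the paper's methods the authors had quantile-normalized in GeneSpring GX. Each array of the table correlated at 0.9996 or more with its log2 scanner values over probes with a log2 signal above 5. A correlation is the same for any log base or linear scale, so it does not by itself give either. Column medians lay between 2.985 and 2.988, and between 2433 and 6486 probes per array stood at its lowest value. On every array that number equalled the number of small RNA probes not well above background. On siNT-DMSO replicate 1, for example, 7940 of the 14192 probes were well above background and 6252 stood at the lowest value. The floor thus appears to have been given to the probes not well above background. What was done before it stays unknown. The table was used as an alternative only.

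The processed signals were quantile-normalized over all 12 arrays, as the study's methods name that normalization, then set to a floor of 1 and taken to log2. Control spots and spots with an outlier mark (14 to 23 per array) were left out, and spots of the same probe were averaged. Gene probes had 10 spots each. A probe was tested where it was well above background on at least 3 of the 12 arrays. Quantile normalization assumes that the overall distribution of signals is alike on all arrays, which was not tested. A fold change of a dim probe is compressed or stretched by the floor. Where a probe was not well above background on any array of a group, only a bound is given. The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest signal well above background and the probe's own signal. Where some arrays of a group measured a probe, their number is given with the fitted change.

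The comparisons and tests had been chosen before the data were examined. Groups were compared 2 at a time on their 6 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), after the comparisons in the study's methods. The comparison of knockdown under POVPC and the difference of the POVPC effects, fitted over all 12 arrays, are not in the study. A feature was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the fold threshold in the study's methods. The study's methods ask for 1.5-fold and a p threshold for small RNAs without naming the test or an adjustment, and this p was taken as unadjusted. A two-sided unpaired test with equal variances was assumed in its place, and the methods' t-test stands for this assumed test throughout. miRNA probes and other small RNA probes were adjusted separately. With 3 arrays in each group the smallest p that an exact permutation test of a single value can give is 0.1, so single values were not tested on their own. The number of arrays limits the precision. In data simulated for 8609 miRNA probes with 200 changed ones, limma called between 44% and 56% of the 2-fold changes and 91% or 92% of the 4-fold changes in the 4 comparisons of groups, and 29% and 81% for the difference of the POVPC effects. For the other small RNAs it called between 73% and 79% of the 2-fold and between 94% and 98% of the 4-fold changes. Between 3.35% and 8.29% of the limma calls were false. The simulated changes were put only into probes with a mean log2 signal above 5, and the simulated noise was independent between probes. Changes of dimmer probes and differences between arrays that many probes share were not simulated, so these shares need not hold for them. Correlations between effects were set beside 1000 simulations of unchanged groups that share the same arrays.

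The plan had been to average the probes of each small RNA, with the probe taking its place where the files name no small RNA. The files name none, so probes are the features. Names of 520 probes were taken by probe identifier from the study's own lists of changed miRNAs, so a miRNA the study did not list has no name here. For that reason averages over named miRNAs cover only miRNAs the study selected. Tests of miRNA families planned beforehand were not run, since their members could be named only where the study had listed them. The miRNAs named in the text follow a rule written beforehand. It takes the 3 largest rises and the 3 largest falls among called probes measured on every array, with groups that do not overlap, then up to 2 with the largest bound, or the 2 lowest p in each direction where nothing was called. For the other small RNAs it takes the 2 called probes with the lowest p, or the 1 with the lowest p where none was called, and for the difference of the POVPC effects, where nothing was called, the 2 with the lowest p. In the siNT comparison no probe rose, so only falls are named. Several probes of the same miRNA were counted once within each part of the rule. In the bound part of the rule, probes measured on some arrays of the dim group were kept with their fitted change. A list of 18 miRNAs, fixed beforehand from the study's text and from abundant smooth muscle miRNAs, is reported as the mean over the probes of each, and 8 of the 18 had probes known by name. It is given for the comparison in which the study named the miRNA and, chosen after the values were seen, for those where it passed over the list alone. The gene probes and the single probe with its signals per array in the closing part were chosen after their values were seen. Naming miRNAs by the selected probe rather than the mean over probes was itself decided after the values were seen. The mean, the median and the brightest probe were run as alternatives.

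Alternatives covered the 75th percentile as scaling, normexp background correction (offset 50, on the median signal since a mean signal was not in the files used here), the series table, a floor of 8, no filter on dim probes, a filter asking for all 12 arrays, the unadjusted threshold, no fold threshold, the methods' t-test, replicate numbers as a block, slide as a block, all 12 arrays in a single fit, adjustment over every feature, and leaving out each array in turn. Averaging the probes of named miRNAs, the mean over probes for miRNAs named by the rule, and the fit of all 12 arrays with slide as a block were added after seeing the data. Slides were told apart by their scan. Slide 1 held 8 arrays and slide 2 held 4. Of the 50 gene probes, 46 were named by accession through the gene table of the mouse assembly given as reference, for names alone. Figures were drawn with matplotlib 3.10.9.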

Results

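Small RNA was profiled in primary mouse aortic smooth muscle cells (MASMC), which are cells grown out of the muscular wall of the aorta. The cells were transfected for 48 h with siRNA against Oct4 (siOCT4) or with a pool of non-target siRNA (siNT). They were then treated for 24 h with 10 μg/mL POVPC, an oxidized phospholipid found in atherosclerotic lesions, or with the vehicle DMSO. OCT4 is a transcription factor of pluripotent cells that is encoded by the gene Pou5f1. The 12 one-colour arrays formed 4 groups, siNT-DMSO, siNT-POVPC, siOCT4-DMSO and siOCT4-POVPC, with 3 arrays in each. Every array carried 9709 probes for miRNAs, 2716 probes with the code PST in their identifier, 1767 probes with the code TRF, and 50 gene probes. PST and TRF probes are called other small RNAs here, since the sources used do not spell out the codes. The files gave no small RNA names beside the probes, so each probe was 1 feature. Names were known for 520 probes of 110 miRNAs, all of them miRNAs that the study had listed as changed, with up to 5 probes for each miRNA. Probes of the same miRNA are not independent. No chromosome positions are given for the probes, because the array design refers to an older mouse build than the reference used here. The transcript of the silenced gene itself was not analysed here, so the arrays do not show how far OCT4 was reduced. The study reports that it verified the knockdown of Oct4 by qRT-PCR.

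The number of small RNA probes well above background was 8909 ± 861 (SD, n = 3) in the siNT-DMSO group, 10381 ± 1201 in siOCT4-DMSO and 8274 ± 511 in siOCT4-POVPC. On the 3 siNT-POVPC arrays it was 9391, 9777 and 10144. The lowest array had 7706 such probes and the highest, siOCT4-DMSO replicate 3, had 11759. The median signal before normalization was 24.1 on that array and between 5.59 and 8.73 on the other 11. No spot was saturated. The 12 arrays lay on 2 slides. Slide 1 held all 6 siNT arrays and siOCT4-DMSO replicates 1 and 2. Slide 2 held siOCT4-DMSO replicate 3 and the 3 siOCT4-POVPC arrays. Of the 9709 miRNA probes, 8621 were well above background on at least 3 arrays and were tested, and 5094 of these were so on all 12. Of the other small RNA probes, 334 PST and 1672 TRF probes were tested. The first principal component of the miRNA probes carried 37.7% of the variance and parted the siNT from the siOCT4 arrays. The second carried 16.9%.

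**Figure D1:**
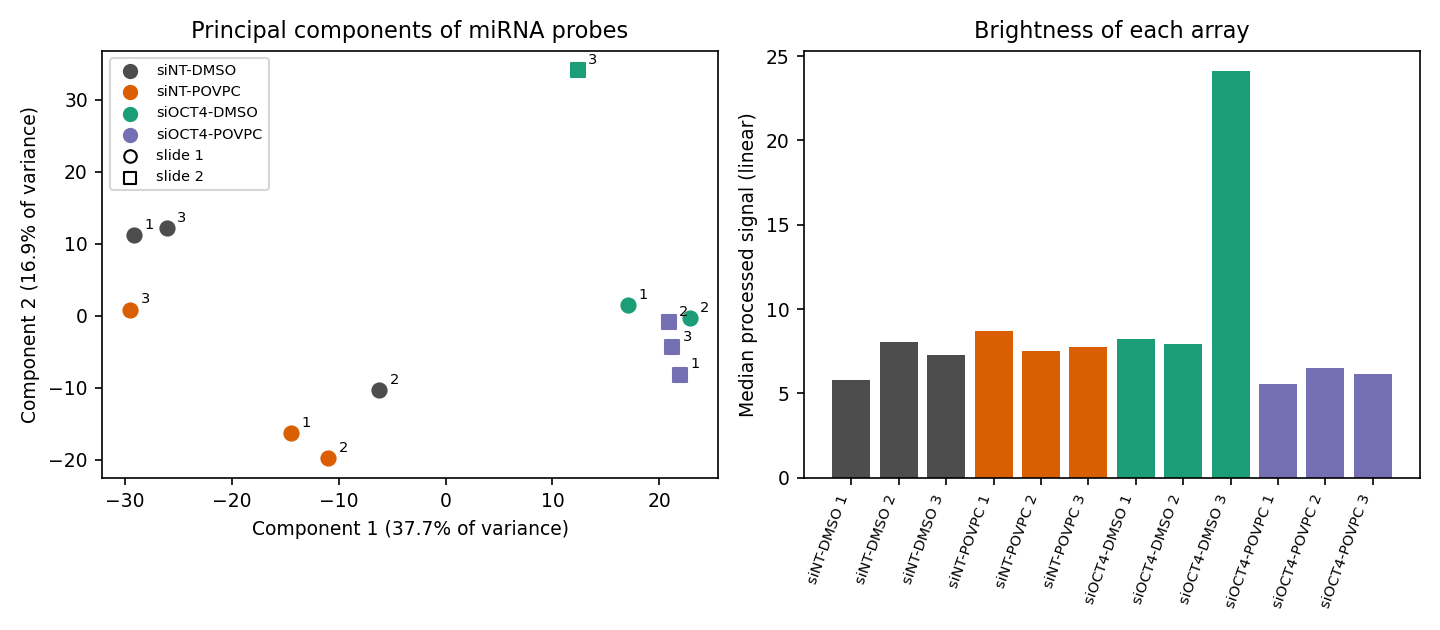
Left, the 12 arrays on the first principal components of the tested miRNA probes (37.7% and 16.9% of the variance), with colours for the groups, circles for slide 1, squares for slide 2 and the replicate number beside each point. Right, the median processed signal of each array on a linear scale before normalization, where siOCT4-DMSO replicate 3 stood at 24.1 and the other 11 arrays lay between 5.59 and 8.73.

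The first comparison asked which small RNAs POVPC changed in cells that kept OCT4. In the siNT-POVPC vs. siNT-DMSO groups, 19 of the 8621 miRNA probes passed an adjusted p of 0.05 and a fold change of 1.5 in limma. All 19 were lower after POVPC. The count moved by over 1.5 times under every alternative run except leaving out the fold threshold. It was highest at the p and fold thresholds of the study's methods, taken on an unadjusted p, where limma gave 211 probes, with 107 higher and 104 lower. It was 0 when all 12 arrays entered 1 fit, with or without slide as a block. The methods' t-test, an assumed unpaired test since the study names none, gave 157 probes at that threshold and 0 after Benjamini-Hochberg adjustment. Leaving out any 1 of the 6 arrays left between 0 and 4 probes, with 0 without siNT-DMSO replicate 3. Among all miRNA probes, 16.3% had groups that did not overlap, against 10% by chance for 3 arrays against 3. Another split of the same 6 arrays, siNT-DMSO replicates 1 and 3 with siNT-POVPC replicate 3 against the rest, gave 195 probes, more than the labelled groups did. All 6 siNT arrays lay on slide 1.

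The 16 named probes among the 19 belonged to 9 miRNAs, and none of the 9 had all of its probes called. The largest falls measured on every array were those of mmu-miR-3569-3p, mmu-miR-1258-3p and mmu-miR-7679-3p. The selected probe of mmu-miR-3569-3p fell by 1.60 on the log2 scale (SE 0.16, adjusted p 0.0305), from 4.43 ± 0.11 (SD, n = 3) in siNT-DMSO to 2.83 ± 0.24 in siNT-POVPC, and 3 of its 5 probes were called. For mmu-miR-1258-3p the selected probe fell by 1.46 (SE 0.18, adjusted p 0.0427), but it was the only 1 of 5 probes called and another probe changed by 0.01. The probe of mmu-miR-7679-3p fell by 1.44 (SE 0.18, adjusted p 0.0427), with 2 of 5 probes called. The selected probe of mmu-miR-6927-5p fell by 2.55 (SE 0.17, adjusted p 0.00579). It was well above background on 2 of the 3 siNT-POVPC arrays, and 4 of its 5 probes were called. That of mmu-miR-547-5p fell by 1.67 (adjusted p 0.0499) and was well above background on 1 of the 3 siNT-POVPC arrays. Leaving out any 1 of the 6 arrays took the probes of mmu-miR-3569-3p, mmu-miR-1258-3p, mmu-miR-7679-3p and mmu-miR-547-5p past the adjusted p of 0.05. The probe of mmu-miR-6927-5p lost its call only without siNT-DMSO replicate 3 (adjusted p 0.0982).

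Among the 2006 other small RNA probes tested, 3 were called in the same comparison, 1 PST and 2 TRF probes, all lower after POVPC. The PST probe ASMM10SMR20PST100046185TV1 was not well above background on any siNT-POVPC array and was at least 7.06-fold lower there (adjusted p 0.0193). Its mean log2 signal was 5.23 ± 0.30 (SD, n = 3) in siNT-DMSO. The TRF probe ASMM10SMR20TRF100005770TV1 was lower as well (adjusted p 0.0192). It was well above background on only 2 of the 3 siNT-DMSO arrays and on 0 of the siNT-POVPC arrays, so no bound is given. Each 75th percentile scaling kept 2 of the 3 calls. Neither of the probes named here was called under normexp background correction, a floor of 8 or the fit of all 12 arrays. Nor was either called with the replicate number as a block or by the methods' t-test after Benjamini-Hochberg adjustment. Leaving out any 1 array except siNT-POVPC replicate 3 also took both past the threshold, with adjusted p values up to 0.201 without siNT-DMSO replicate 3. The count of 3 was 0 without siNT-DMSO replicate 1, siNT-DMSO replicate 3, siNT-POVPC replicate 1 or siNT-POVPC replicate 2.

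The second comparison, OCT4 knockdown under DMSO, asked what loss of OCT4 changed in vehicle-treated cells. Between siOCT4-DMSO and siNT-DMSO, 120 miRNA probes were called, 33 higher and 87 lower after knockdown. The unadjusted threshold moved this count most in one direction, to 415 probes, and the methods' t-test after Benjamini-Hochberg adjustment moved it most in the other, to 15. With slide as a block the count was 126. In that fit siOCT4-DMSO replicate 3, alone on slide 2, carried no information, so the value rests on the arrays of slide 1. Without siNT-DMSO replicate 3 there were 72 calls and without siNT-DMSO replicate 1 there were 79. The share of miRNA probes whose groups did not overlap was 14.4%, against 10% by chance.

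The 108 named probes among these belonged to 51 miRNAs. Of the 46 miRNAs with at least 1 called probe and 4 or 5 tested ones, 4 had every probe called and 21 had only 1 called. All 5 probes of mmu-miR-196a-1-3p were called. The selected probe went from 9.82 ± 0.35 (SD, n = 3) in siNT-DMSO to 2.75 ± 0.53 in siOCT4-DMSO, a log2 change of −7.07 (SE 0.29, adjusted p 2.26e-05). Another of its probes, well above background on 2 of the 3 siOCT4-DMSO arrays, changed by −6.90 (SE 0.26, adjusted p 1.45e-05). All 5 probes of mmu-miR-669c-3p were called as well, and the selected one changed by −4.25 (SE 0.22, adjusted p 7.93e-05). The selected probe of mmu-miR-6903-5p changed by −4.20 (SE 0.33, adjusted p 0.000628), while only 2 of its 5 probes were called and another moved by 0.02. The largest rise measured on every array was that of mmu-miR-5616-3p, at 4.74 (SE 0.28, adjusted p 0.000153), from 4.51 ± 0.07 (SD, n = 3) to 9.25 ± 0.59. Its 5 probes rose by between 0.60 and 4.74, and 4 were called. The selected probe of mmu-miR-6356 rose by 3.85 (SE 0.26, adjusted p 0.000285), but the other 4 probes were not called and the lowest of them changed by −0.07. The median over its probes was 0.06. That of mmu-miR-6903-5p was −0.87 and was not called. For mmu-miR-871-5p the selected probe rose by 3.32 (SE 0.25, adjusted p 0.000487), with 4 of 5 probes called. A probe of mmu-miR-485-3p was not well above background on any siNT-DMSO array and was at least 24.1-fold higher in siOCT4-DMSO (adjusted p 4.32e-06). In each of these probes all 3 siOCT4-DMSO arrays lay on the same side of all 3 siNT-DMSO arrays. That held for all 120 called probes, so it does not set the named ones apart.

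For knockdown under DMSO 31 other small RNA probes were called as well, 21 higher and 10 lower than in siNT cells. PST probes made up 26 of the 31. The probe ASMM10SMR20PST100005441TV1 stood at the floor on all 3 siNT-DMSO arrays and at 9.86 ± 0.11 (SD, n = 3) in siOCT4-DMSO, at least 147-fold higher (adjusted p 3.08e-07). The probe ASMM10SMR20PST100008369TV1 was at least 9.21-fold higher (adjusted p 7.38e-06). The count was 2 under normexp and 0 when only probes well above background on all 12 arrays were tested, a filter that leaves out every probe absent from 1 group. It was 15 without siNT-DMSO replicate 1, 15 without siNT-DMSO replicate 3 and 52 without siNT-DMSO replicate 2.

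The third comparison, POVPC in siOCT4 cells, asked what POVPC changed in OCT4-deficient cells. Between siOCT4-POVPC and siOCT4-DMSO, limma called 0 of the 8621 miRNA probes (lowest adjusted p 0.093) and 0 of the 2006 other probes (lowest adjusted p 0.0951). At an unadjusted p under 0.05 there were 1096 miRNA and 266 other probes. With the fold threshold added limma gave 442 miRNA probes, 280 higher and 162 lower, and 87 other probes. The methods' t-test gave 264 miRNA and 59 other probes at that threshold, and 2 and 0 after Benjamini-Hochberg adjustment. The groups did not overlap for 22.4% of the miRNA probes, against 10% by chance. The setting that moved the count most was the slide block, with 1016 miRNA probes and, among the other probes, 297 higher and 115 lower. In that fit the POVPC effect is the difference between the 3 siOCT4-POVPC arrays and siOCT4-DMSO replicate 3, the bright array, as the only siOCT4-DMSO array on slide 2, so it rests on a single array. Scaling each array to the 75th percentile of all its probes gave 95 miRNA probes, 91 higher and 4 lower, and to that of probes above background on all arrays 39, with 36 higher and 3 lower. Without siOCT4-DMSO replicate 3 there were 1 miRNA call and 15 other calls, in a fit where slide and treatment cannot be told apart.

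The lowest p among probes that rose belonged to a probe of mmu-miR-146b-5p, which rose by 1.28 (SE 0.15, adjusted p 0.093), from 4.71 ± 0.08 (SD, n = 3) to 5.99 ± 0.17. Next was ASMM10SMR20MIRNA100000554TV1, which rose by 0.97 (SE 0.13, adjusted p 0.109). Among probes that fell it was a probe of mmu-miR-494-3p, which changed by −1.92 (SE 0.22, adjusted p 0.093), from 8.39 ± 0.41 to 6.47 ± 0.18. ASMM10SMR20MIRNA100006419TV1 followed (adjusted p 0.119). It was not well above background on any siOCT4-POVPC array and too dim in siOCT4-DMSO for a bound, so no size is given. The other small RNA probe with the lowest p, ASMM10SMR20TRF100003142TV1, changed by −1.03 (SE 0.09, adjusted p 0.0951). None of these 5 passed the threshold. All 5 passed it with slide as a block, in which case each rests on siOCT4-DMSO replicate 3, and the probes of mmu-miR-146b-5p and mmu-miR-494-3p and ASMM10SMR20MIRNA100000554TV1 passed it with both 75th percentile scalings. ASMM10SMR20TRF100003142TV1 also passed it without siOCT4-DMSO replicate 3 (adjusted p 0.0314), where slide and treatment cannot be told apart.

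The fourth comparison, OCT4 knockdown under POVPC, asked what loss of OCT4 changed in treated cells. In the siOCT4-POVPC vs. siNT-POVPC groups, 230 miRNA probes were called, 87 higher and 143 lower after knockdown. Normexp moved this count most, to 50, with 12 higher and 38 lower. The largest count, 646, came from the fit of all 12 arrays with slide as a block, which was chosen after the data were seen and rests on siOCT4-DMSO replicate 3 to tell slide from group. The methods' t-test gave 322 probes at the study's threshold and 149 after Benjamini-Hochberg adjustment. Leaving out any 1 of the 6 arrays left between 164 and 193 calls. The siNT-POVPC arrays were all on slide 1 and the siOCT4-POVPC arrays all on slide 2, so within these 6 arrays slide and group cannot be told apart. On slide 1, where siOCT4-DMSO replicates 1 and 2 lay beside the siNT-DMSO arrays, 195 of the 230 probes (84.8%) moved the same way by at least 1.5-fold, against 5.91% of the other tested probes.

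Of the 53 miRNAs with at least 1 called probe and 4 or 5 tested ones, 15 had every probe called and 15 had only 1 called. For mmu-miR-196a-1-3p the selected probe was not well above background on any siOCT4-POVPC array and was at least 143-fold lower there than in siNT-POVPC (adjusted p 8.63e-06), where it stood at 9.97 ± 0.35 (SD, n = 3). All 5 of its probes were called. A probe of mmu-miR-379-3p was at least 37.2-fold lower (adjusted p 5.48e-06), but it was the only 1 of 5 called, and another probe of that miRNA rose by 0.16. The median over its probes was −0.25 and was not called. Among the falls measured on every array, probes of mmu-miR-6903-5p, mmu-miR-5615-3p and mmu-miR-669c-3p changed by −5.40 (SE 0.20, adjusted p 8.26e-06), −5.22 (SE 0.18, adjusted p 5.48e-06) and −4.93 (SE 0.14, adjusted p 3.38e-06). They had 3, 5 and 5 of their 5 probes called. The largest rises measured on every array were those of mmu-miR-5616-3p at 4.98 (SE 0.11, adjusted p 2.56e-06), mmu-miR-871-5p at 4.38 (SE 0.12, adjusted p 3.38e-06) and mmu-miR-6356 at 4.11 (SE 0.14, adjusted p 6.42e-06). All 5 probes of mmu-miR-5616-3p and of mmu-miR-871-5p were called, but only 1 of the 5 of mmu-miR-6356. Among other small RNAs 46 probes were called, 26 higher and 20 lower, and 37 of these were PST probes. ASMM10SMR20PST100008369TV1 was at least 16.4-fold higher (adjusted p 6.14e-07) and ASMM10SMR20PST100036807TV1 at least 10.2-fold lower (adjusted p 8.81e-07).

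**Figure D2:**
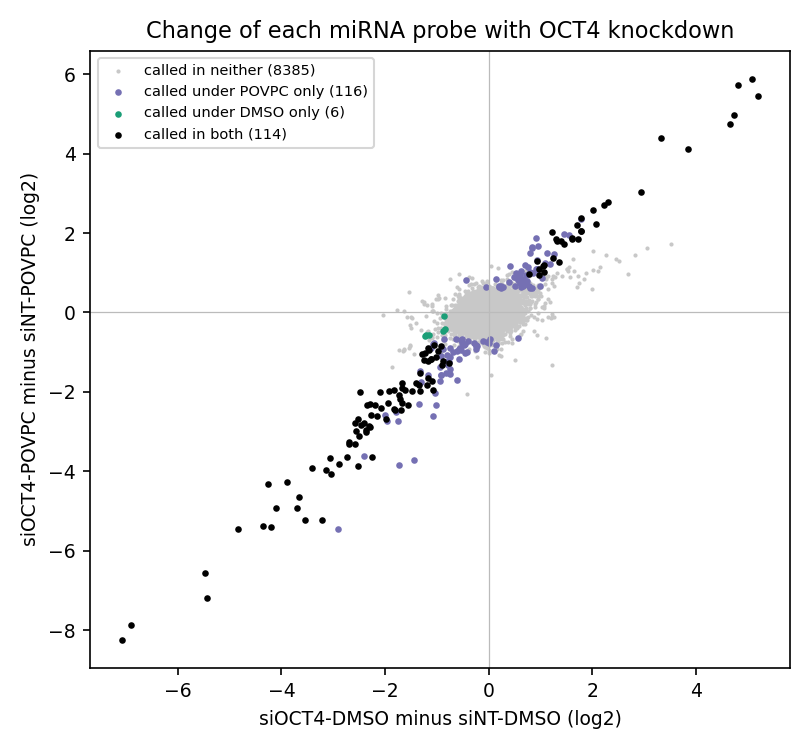
Log2 change of each of the 8621 tested miRNA probes with OCT4 knockdown under DMSO (horizontal axis) and under POVPC (vertical axis), both on the quantile-normalized log2 scale. The 114 probes called in both comparisons (black) all lie in the lower left or upper right quadrant, with 116 called under POVPC only (purple), 6 under DMSO only (green) and 8385 in neither (grey).

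Both knockdown comparisons shared 114 called miRNA probes, and all 114 had the same direction. Across 8609 miRNA probes the effects of knockdown under DMSO and under POVPC had a Pearson r of 0.732 and a Spearman rho of 0.30. These pairs of groups shared no arrays, and 1000 simulations of unchanged groups gave a mean r of 0.002 with 95% of values between −0.543 and 0.562 (permutation p 0.016, adjusted p 0.064 over 4 relations). The POVPC effects in siNT and siOCT4 cells had r 0.395 and rho 0.385, within the simulated range of −0.518 to 0.596 (adjusted p 0.2). The knockdown effect under DMSO and the POVPC effect in siOCT4 cells share the siOCT4-DMSO arrays with opposite sign. Their r was −0.156 (rho −0.357), against a simulated mean of −0.484. The knockdown effect under DMSO and the POVPC effect in siNT cells share the siNT-DMSO arrays. Their r was 0.175 (rho 0.188), against a simulated mean of 0.479, and it was 0.450 without siNT-DMSO replicate 2. Probes are not independent replicates, and after adjustment none of the 4 relations reached 0.05.

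Whether the response to POVPC depended on OCT4 was tested as the difference of the POVPC effects over all 12 arrays. In limma 0 of the 8621 miRNA probes passed (lowest adjusted p 0.88), with 438 at an unadjusted p under 0.05 and 304 of these also past 1.5-fold. The slide block, which again rests on siOCT4-DMSO replicate 3, gave 370, and a floor of 8 gave 1, which was lower (adjusted p 0.000733). The lowest p belonged to a probe of mmu-miR-494-3p, for which the POVPC effect in siOCT4 cells minus that in siNT cells was −1.73 (SE 0.35, adjusted p 0.88), and to a probe of mmu-miR-669j at −1.10 (SE 0.22, adjusted p 0.88). Neither passed. As reported, without slide as a block and with a floor of 1, no miRNA probe was called as responding differently to POVPC in siNT and siOCT4 cells.

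A list of 18 miRNAs had been fixed beforehand, most of them named in the study's text, and 8 had probes known by name here. As means over their probes, none of the 8 was called in the POVPC comparisons. In the knockdown comparisons mmu-miR-196a-1-3p alone was called. The numbers adjusted over the list alone were 2 for POVPC in siNT cells, 4 for knockdown under DMSO, 5 for POVPC in siOCT4 cells and 1 for knockdown under POVPC, which is not independent evidence because the study chose the list on these samples. In that order they were mmu-miR-322-5p and mmu-miR-376a-3p, then mmu-miR-146b-5p, mmu-miR-10a-3p, mmu-miR-196a-1-3p and mmu-miR-146a-5p, then mmu-miR-10a-3p, mmu-miR-10a-5p, mmu-miR-146b-5p, mmu-miR-322-5p and mmu-miR-376a-3p, and last mmu-miR-196a-1-3p. With POVPC in siNT cells, mmu-miR-376a-3p changed by 0.79 (SE 0.23, adjusted p 0.549), mmu-miR-10a-3p by 0.41 (SE 0.12, adjusted p 0.513), mmu-miR-322-5p by 0.65 (SE 0.13, adjusted p 0.446) and mmu-miR-196a-1-3p by 0.37 (SE 0.22, adjusted p 0.70). With knockdown under DMSO, mmu-miR-146a-5p changed by −1.11 (SE 0.23, adjusted p 0.188), with 2 of its 5 probes called on their own, mmu-miR-146b-5p by −1.40 (SE 0.33, adjusted p 0.304) and mmu-miR-10a-3p by −0.70 (SE 0.15, adjusted p 0.224). Without siNT-DMSO replicate 2 the change of mmu-miR-146b-5p was called (adjusted p 0.00459). The mean of mmu-miR-96-5p differed by 0.07 (SE 0.16, adjusted p 0.926), less than the spread between replicates, and its sign changed with the setting. With POVPC in siOCT4 cells, mmu-miR-146b-5p changed by 1.09 (SE 0.14, adjusted p 0.254), mmu-miR-322-5p by 0.85 (SE 0.25, adjusted p 0.352) and mmu-miR-10a-3p by 0.83 (SE 0.14, adjusted p 0.278). There mmu-miR-10a-5p changed by 0.61 (SE 0.17, adjusted p 0.352), mmu-miR-376a-3p by 0.71 (SE 0.22, adjusted p 0.352) and mmu-miR-196a-1-3p by −0.74 (SE 0.33, adjusted p 0.446), the last well above background on 1 of the 3 siOCT4-POVPC arrays. With slide as a block, which rests on siOCT4-DMSO replicate 3, all of these except mmu-miR-196a-1-3p were called (adjusted p between 0.00781 for mmu-miR-322-5p and 0.0167 for mmu-miR-10a-5p). In the fit of all 12 arrays mmu-miR-10a-3p was called for knockdown under DMSO (adjusted p 0.0144) and for POVPC in siOCT4 cells (adjusted p 0.035). At the unadjusted threshold the methods' t-test passed each miRNA that passed over the list alone, in the same comparison.

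**Figure D3:**
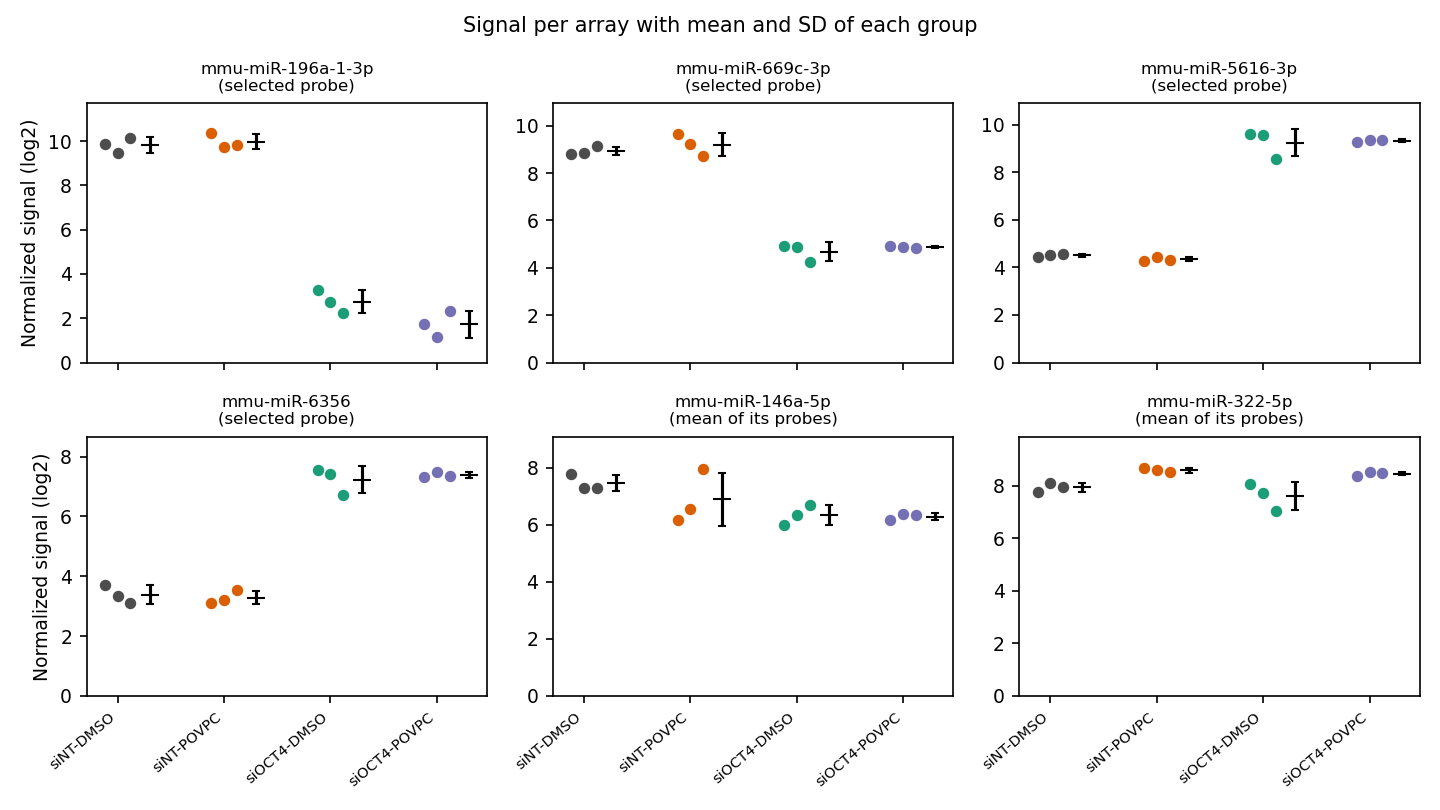
Normalized log2 signal per array (coloured points) with the mean and SD of each group of 3 arrays (black). For each of 4 miRNAs 1 selected probe is shown, and that probe was called in both knockdown comparisons. For mmu-miR-6356 it was the only 1 of 5 probes called. For mmu-miR-146a-5p and mmu-miR-322-5p the mean over the probes is shown. The panels were picked for display after the values were seen. The selected probe of mmu-miR-196a-1-3p lay near 9.82 in siNT-DMSO and 2.75 in siOCT4-DMSO, and that of mmu-miR-5616-3p near 4.51 and 9.25.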

Values the study reported

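The study reported 21 differentially expressed miRNAs for POVPC vs. DMSO, 72 for siOCT4-DMSO vs. siNT-DMSO and 36 for siOCT4-POVPC vs. siOCT4-DMSO. For POVPC vs. DMSO it listed fold changes of 0.67 for mmu-miR-10a, 0.01 for mmu-miR-196a-1 and 2.01 for mmu-miR-322-5p. For siOCT4-DMSO vs. siNT-DMSO it listed 0.53 for mmu-miR-96 and 1.472 for mmu-miR-146a-5p and mmu-miR-146b-5p together. For siOCT4-POVPC vs. siOCT4-DMSO it listed 0.01 for mmu-miR-196a-1, 0.67 for mmu-miR-10a, 1.79 for mmu-miR-10a-5p and mmu-miR-10b-5p together, and 1.66 for mmu-miR-376a-3p.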

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

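The tests of the gene probes below were chosen after the result was seen. The array carries 50 gene probes that no comparison of the report uses, and a signal above that of the control arrays appeared among them. The probe for Cpt1a had a mean log2 signal of 3.95 in the siOCT4-DMSO group (SD 1.28, lowest array 2.48) and 4.28 in siOCT4-POVPC (SD 0.18, lowest array 4.10). In the siNT-DMSO controls it had a mean of 0.25 (highest array 0.39), at or close to the floor, and it was well above background on all 6 siOCT4 arrays and on none of the 6 siNT arrays. The probes of Gpi1 and Uhrf1bp1l, which like Cpt1a were chosen after their values were seen, differed in the opposite direction. The mean log2 signal of Gpi1 was 4.72 in siNT-DMSO and 0.28 in siOCT4-DMSO, and that of Uhrf1bp1l 4.82 and 1.48.

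The mRNA of these genes stays open as the source. Of the 50 gene probes, 39 were well above background on fewer than 3 arrays and 33 on none, and the probe for Actb, an abundant mRNA in smooth muscle, was above background on 0 arrays. That other genes are dim does not exclude mRNA for these 3. Slide is argued against, because all 3 separated gene probes parted the siNT arrays from siOCT4-DMSO replicates 1 and 2 within slide 1. This follows from picking probes that part all 6 siNT from all 6 siOCT4 arrays, so it is not a separate test. The siRNA molecules themselves remain a candidate explanation too. Probes that part the 6 siNT from the 6 siOCT4 arrays by over 1 log2 unit were counted among tested probes, and separation occurred in both directions. They were 3 of 11 gene probes (27.3%), 30 of 334 PST (8.98%), 71 of 8621 miRNA (0.824%) and 3 of 1672 TRF probes (0.179%). The array carries 50 gene, 2716 PST, 9709 miRNA and 1767 TRF probes in all. A probe bright in only 1 siRNA group passes the filter for testing. The shares therefore run high in classes that are mostly dim and cannot be compared between classes. A fragment of a pool of synthetic RNA could be labelled at its 3′ end and bind probes of any class. The siRNA sequences were not used here and 11 probes are few, so this, the mRNA and a biological effect of OCT4 loss on small RNAs that bind these probes cannot be told apart. The biological explanation was not tested.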

How the results depend on the processing

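The alternatives that average the probes of named miRNAs, that take the mean over probes for miRNAs named by the rule, and that fit all 12 arrays with slide as a block were chosen after seeing the data. Of 280 alternative counts and correlations, 187 stayed within 1.5 times the reported count or within the spread and 93 moved. Of 895 alternative values of named probes and miRNAs, 736 kept their direction and their side of the threshold, 99 were no longer called without reversing, 55 became called, and 5 reversed. Unless a cause is given, the cause was not tested. Counts below are for POVPC in siNT cells (19 miRNA and 3 other probes reported), knockdown under DMSO (120 and 31), POVPC in siOCT4 cells (0 and 0), knockdown under POVPC (230 and 46), and the difference of the POVPC effects (0).

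Normalization. With the 75th percentile of probes above background on all arrays, POVPC in siNT cells gave 32 miRNA and 10 other probes, and POVPC in siOCT4 cells 39 miRNA probes (36 higher and 3 lower). With the 75th percentile of all probes these counts were 10, 6 and 95 (91 higher and 4 lower). With normexp, POVPC in siNT cells gave 1 and 0, knockdown under DMSO 36 and 2, POVPC in siOCT4 cells 13 and 1, and knockdown under POVPC 50 and 13. Under normexp the split of the 50 was 12 higher and 38 lower, against 87 and 143. The 1 miRNA probe for POVPC in siNT cells was higher, and both other probes for knockdown under DMSO were higher. The series table gave 33 and 1 for POVPC in siNT cells, and 11 higher and 10 lower other probes for knockdown under DMSO, against 21 and 10. A floor of 8 gave 7 and 0 for POVPC in siNT cells, 61 and 12 for knockdown under DMSO (the 12 being 4 higher and 8 lower), 13 and 1 for POVPC in siOCT4 cells, and 1 for the difference of the POVPC effects. No scaling moved a correlation by more than 1 SD of its simulated values.

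Filters. Without a filter on dim features, POVPC in siNT cells gave 3 miRNA probes and knockdown under DMSO 15 other probes, with 9709 miRNA and 4483 other probes tested. With only probes well above background on all 12 arrays, POVPC in siNT cells gave 6 and 0, knockdown under DMSO 0 other probes, POVPC in siOCT4 cells 30 and 1, and knockdown under POVPC 9 other probes. This filter leaves 1506 other probes and removes every probe that is dim in a whole group. Signal over background thus limits the PST probes most, since 165 of the 334 tested were well above background on all 12 arrays, against 1341 of 1672 TRF and 5094 of 8621 miRNA probes.

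Tests and thresholds. At the methods' threshold on limma's unadjusted p, the counts were 211 and 41 for POVPC in siNT cells, 415 and 91 for knockdown under DMSO, 442 and 87 for POVPC in siOCT4 cells, 3.8e+02 (143 higher and 233 lower) and 87 for knockdown under POVPC, and 304 for the difference. The methods' t-test at the same threshold gave 157 and 32, 287 and 75, 264 and 59, and for knockdown under POVPC 322 (within 1.5 times) and 70. After Benjamini-Hochberg adjustment the methods' t-test gave 0 and 0, 15 and 9, 2 and 0, and 149 and 40, the last within 1.5 times. Leaving out the fold threshold moved none of the counts by that much. Adjustment over every feature gave 9 miRNA probes for POVPC in siNT cells and moved no other count.

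Arrays in the fit. With all 12 arrays in one fit, POVPC in siNT cells gave 0 and 0, knockdown under DMSO 212 and 50, and POVPC in siOCT4 cells 50 miRNA probes. The deviations of same-numbered arrays from their group means correlated between −0.241 and 0.425, with 7 of 18 pairs above 0.1. Arrays of unlike number were not set beside them, so these values cannot tell whether the replicate numbers pair the samples. The 7 lay among the siNT-DMSO, siNT-POVPC and siOCT4-DMSO arrays. All 3 pairs of siNT-POVPC with siOCT4-DMSO, groups that are not compared, were above 0.1, but in none of the 4 comparisons were all 3. With the replicate number as a block, POVPC in siNT cells gave 5 miRNA probes and 1 other probe, and no other count moved by over 1.5 times. With slide as a block, POVPC in siOCT4 cells gave 1016 miRNA probes and 4.1e+02 other probes (297 higher and 115 lower) and the difference of the POVPC effects 370, all resting on siOCT4-DMSO replicate 3 as the array of its group on slide 2. Knockdown under DMSO gave 126 and 33. POVPC in siNT cells has no value with this block, as all its arrays lay on slide 1, and neither has knockdown under POVPC, where slide and group cannot be told apart. In the fit of all 12 arrays with slide block, POVPC in siNT cells gave 0 and 1, knockdown under DMSO 217 and 47, POVPC in siOCT4 cells 859 and 334, and knockdown under POVPC 646 and 240. Averaging the probes of named miRNAs gave 2, 18 and 87 miRNA features for POVPC in siNT cells, knockdown under DMSO and knockdown under POVPC. That alternative turns up to 5 probes into 1 feature, which lowers counts by construction. For knockdown under DMSO merging alone does not account for the whole drop. The probes called there belonged to 51 named miRNAs, against 18 calls after averaging.

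Leaving out single arrays. For POVPC in siNT cells, leaving out each of the 6 arrays moved the miRNA count, to between 0 (without siNT-DMSO replicate 3) and 4 (without siNT-POVPC replicate 1). The counts were 3 without siNT-DMSO replicate 1, 2 without siNT-DMSO replicate 2, 3 without siNT-POVPC replicate 2 and 2 without siNT-POVPC replicate 3. Its other probes ranged from 0 to 2, with 0 without siNT-DMSO replicate 1 or 3 or siNT-POVPC replicate 1 or 2. The count for knockdown under DMSO ranged from 72 to 167 miRNA probes, with 79 without siNT-DMSO replicate 1 and 72 without siNT-DMSO replicate 3. Its other probes ranged from 15 (without siNT-DMSO replicate 1 or 3) to 52 (without siNT-DMSO replicate 2). POVPC in siOCT4 cells ranged from 0 to 1 miRNA and 0 to 15 other probes, both highest without siOCT4-DMSO replicate 3. Slide and treatment cannot be told apart without that array. The counts for knockdown under POVPC stayed between 164 and 193 and between 41 and 46. The correlation of the knockdown effect under DMSO and the POVPC effect in siNT cells ranged from 0.0751 to 0.450, the highest without siNT-DMSO replicate 2. Fewer arrays lower the power by construction, which accounts for no rise.

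Named miRNAs. The reversed values all belong to mmu-miR-96-5p in knockdown under DMSO, reported as 0.07. It was −0.010 with normexp, −0.039 with the series table, −0.045 with a floor of 8 and −0.17 with its brightest probe. Leaving out single arrays gave between −0.031 (without siNT-DMSO replicate 1) and 0.139 (without siOCT4-DMSO replicate 3), so no direction is given for it. The probes named for POVPC in siNT cells lost their call most often. In both knockdown comparisons the selected probes of mmu-miR-196a-1-3p and mmu-miR-669c-3p, and the PST probes named, kept their call under every alternative run for single probes. These leave out both filters on dim probes, of which the filter asking for all 12 arrays removes the PST probes named and the probe of mmu-miR-196a-1-3p. The median over probes left mmu-miR-6356 at 0.06 and 0.18, mmu-miR-6903-5p at −0.87 (knockdown under DMSO) and mmu-miR-379-3p at −0.25, none called. Not run were the tests of miRNA families, the methods' t-test, the fit of all arrays and the adjustment over every feature for the difference of the POVPC effects, and the median and brightest probe for counts, since most probes have no name here.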

Other observations

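In the part below, all tests except the counts of other splits, the exchange of labels and the leaving out of siOCT4-DMSO replicate 3 were chosen after the result was seen.

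With 3 arrays against 3 there are 10 splits of the 6 arrays, and the share of splits with as many calls is never below 1 of 10, so these counts alone cannot exclude chance for any of the 4 pairs of groups. For the knockdown comparisons other values argue against it, since they share no arrays and all 114 miRNA probes called in both had the same direction. For knockdown under DMSO 1 of the 10 splits, the labelled one, gave as many miRNA probes (the next gave 41 against 120), and 1 of 10 gave as many other probes (the next gave 7 against 31). For knockdown under POVPC it was 1 of 10 for both, and no other split gave any call. For POVPC in siOCT4 cells all 10 splits gave as many, as the count was 0 for both kinds of probe. For POVPC in siNT cells 2 of 10 splits gave as many miRNA probes and 2 of 10 as many other probes. For the difference of the POVPC effects 100 of 100 splits drawn gave as many calls, which had to be so as the labelled split gave 0. At the unadjusted threshold 32 of 100 gave as many, where the labelled split had 304 and the median of the others was 243. Chance is thus not excluded for the count at the unadjusted threshold.

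The split of the siNT arrays that gave the most calls placed siNT-DMSO replicates 1 and 3 with siNT-POVPC replicate 3, with 195 miRNA and 90 other probes against 19 and 3 for the labels. A total of 112 probes were parted by over 1 log2 unit by this split, against 28 for the labelled split and at most 5 for any other. Of these, 111 were dimmer on siNT-DMSO 1 and 3 and siNT-POVPC 3, comprising 70 miRNA, 17 PST, 23 TRF probes and 1 gene probe, and 97 of the 111 were well above background on all 6 siOCT4 arrays. The probe ASMM10SMR20MIRNA100005186TV1, picked after its values were seen, had signals of 77.7, 8191 and 101 on siNT-DMSO replicates 1 to 3 and 8029, 8905 and 91.8 on siNT-POVPC replicates 1 to 3. On the 6 siOCT4 arrays it lay between 4598 and 7636. Slide is argued against, as the 6 arrays lay on 1 slide. Array brightness is argued against, as the median signals overlap (7.53 on siNT-POVPC replicate 2, the lowest of the brighter 3, against 7.74 on siNT-POVPC replicate 3). If the labels of siNT-DMSO replicate 2 and siNT-POVPC replicate 3 had been exchanged, the split was predicted to have the largest correlation with the POVPC effect in siOCT4 cells. It did not. Its r of 0.119 was rank 7 of the 10 splits by size, and the labelled split had the largest, 0.395. That counts against an exchange but does not exclude it, since POVPC need not act alike in siNT and siOCT4 cells. Noise that is independent between probes is argued against. With values permuted over the 6 arrays 1000 times in blocks of 10 neighbouring probes, no split parted more than 42 probes, against 112. By over 3 log2 units this split parted 21 probes and no other split more than 1. A difference between arrays that many probes share is not tested by this, and whether the arrays differ in culture, transfection or siRNA content was not tested. No biological explanation was tested. The labelled siNT groups hold these arrays in unequal parts, 2 of the dimmer ones in siNT-DMSO and 1 in siNT-POVPC. The pattern therefore enters the spread and the means of the comparison of POVPC in siNT cells. The same arrays are controls in the knockdown comparisons, so the pattern enters those too. Without siNT-DMSO replicate 2, knockdown under DMSO gave 167 miRNA and 52 other probes, against 120 and 31. Without siNT-DMSO replicate 1 or 3 it gave 79 or 72 miRNA probes and 15 other probes.

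Slide is argued against as the whole cause of the calls for knockdown under POVPC, since 84.8% of them moved the same way by 1.5-fold on slide 1 alone. It stays open for the rest. The array siOCT4-DMSO replicate 3 had a median signal of 24.1, against at most 8.73 on the others. Its median local background was 13, as on the other arrays, and the other 3 arrays on its slide had median signals of at most 6.49, which argues against both the background and the slide as the cause. How much RNA was put on the array was not tested. Leaving this array out was predicted to raise the count for POVPC in siOCT4 cells more than leaving out any other array. It gave 1 miRNA probe where every other array left out gave 0, and 15 other probes. Without it the siOCT4-DMSO arrays all lay on slide 1 and the siOCT4-POVPC arrays all on slide 2. Slide and treatment cannot be told apart in that fit. A difference of 1 call is too small to say that this array caused the low number of miRNA calls.

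A change of a miRNA did not always appear on all of its probes. For knockdown under DMSO, 21 of 46 miRNAs with a called probe and 4 or 5 tested probes had only 1 called, and for knockdown under POVPC 15 of 53. The named probe of mmu-miR-6356 rose by 3.85 while the lowest of its other probes changed by −0.07. A probe that responds alone may bind another RNA than the miRNA it is named for. The 3 gene probes that parted the siRNA groups, of 11 tested and 50 on the array, leave the siRNA molecules open as such a source. The probe of ASMM10SMR20PST100005441TV1, at the floor on every siNT-DMSO array and at 9.86 in siOCT4-DMSO, is the kind of probe for which a comparison with the siRNA sequences, not used here, would be informative.

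The ratio of siNT-POVPC to siNT-DMSO for mmu-miR-10a-3p was 1.33. That is higher than the value quoted for mmu-miR-10a from the study above, where the arm was not stated. For mmu-miR-196a-1-3p the ratio was 1.3 in siNT cells. That is higher than the value quoted from the study above. In siOCT4 cells mmu-miR-196a-1-3p was well above background on 1 of the 3 siOCT4-POVPC arrays, too dim to set a ratio beside the study. The ratio of siOCT4-POVPC to siOCT4-DMSO for mmu-miR-10a-3p was 1.78. That is higher than the value quoted for mmu-miR-10a from the study above. In siOCT4-DMSO vs. siNT-DMSO the ratio was 1.05 for mmu-miR-96-5p, a difference within the spread between replicates. That is higher than the value quoted for mmu-miR-96 from the study above, where the arm was not stated. It was 0.462 for mmu-miR-146a-5p and 0.379 for mmu-miR-146b-5p. Both are lower than the value quoted from the study above and go in the other direction. The ratio for mmu-miR-196a-1-3p was far below 1 in knockdown under DMSO instead, at 0.0163. The ratio of siNT-POVPC to siNT-DMSO for mmu-miR-322-5p was 1.57, and that of siOCT4-POVPC to siOCT4-DMSO was 1.53 for mmu-miR-10a-5p and 1.64 for mmu-miR-376a-3p. These go in the same direction as the values quoted from the study above. The numbers of calls here count probes and cannot be set beside the study's numbers of miRNAs.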
